A study of Homo sapiens with 12 samples. Its data were reported in "Cancer Cells Hijack PRC2 to Modify Multiple Cytokine Pathways" (2015).

How the data were processed

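RNA from SW-13 cells was measured on Illumina Human-WG6 BeadChips, 1 colour, with 1 array per sample. SW-13 is an established adrenal carcinoma line that lacks BRG1, the SWI/SNF ATPase encoded by SMARCA4. Cells carried an adenovirus encoding GFP (Ad-GFP) or GFP-tagged BRG1 (Ad-BRG1) and were left untreated or given IFNγ for 6 h. This gave 4 groups of 3 arrays, 12 arrays in all, with groups and replicate numbers taken from the sample titles. According to the methods of the study the replicates are biological, and the BRG1 virus was titrated until the protein matched its level in HeLa cells.

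The deposited raw values are probe intensity as read by BeadStudio (version not stated), linear, without background subtraction or normalization, with 1 value per probe and array. The authors' detection p-value of each probe on each array stands beside it and ranks the probe against negative control beads. The authors' second deposited set holds intensity after average normalization. It equalled the raw set multiplied by 1 constant per array, between 0.924 and 1.14, so that every array had a mean of 615.02. All results rest on the raw intensities, and the authors' normalized values served as an alternative.

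Each array held 48803 probes. A probe was named through the gene identifiers of the array annotation: 27578 probes had 1 symbol (18665 symbols), 13 had several and 21212 had none. Of the named probes, 27541 were matched to a current gene table by gene identifier, and 0 symbols changed. Raw mean intensity was 539.9 to 666 per array, and 15741 to 16828 probes per array had a detection p under 0.05. With 3 arrays per group, the number of arrays limits the precision.

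Background correction, quantile normalization and log2 transformation used neqc of limma 3.58.1 in R 4.3.3, with an offset of 16 and negative controls inferred from the detection p-values. A probe was kept when its detection p was under 0.05 on all 3 arrays of at least 1 group, which 16233 probes met, 13374 of them with 1 symbol. The probe with the highest mean over the 12 arrays stood for its gene, giving 10333 genes, 2482 of which had more than 1 probe. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

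A linear model with 1 mean per group was fitted to all 12 arrays with limma (lmFit and eBayes, two-sided), giving 8 residual and 4.24 prior degrees of freedom. The 5 contrasts were the IFNγ response in Ad-GFP cells, the IFNγ response in Ad-BRG1 cells, the BRG1 effect without IFNγ, the BRG1 effect with IFNγ, and the interaction, which is the IFNγ response in Ad-BRG1 cells minus that in Ad-GFP cells. Adjusted p is Benjamini-Hochberg over the 10333 genes of a contrast, and a gene was called at an adjusted p under 0.05. Errors given as SE belong to the log2 difference of 3 against 3 arrays. The groups of a called gene were also checked for overlap on single arrays, which 10% of genes avoid by chance with 3 against 3.

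Folds come from background-corrected values, and those of dim genes depend on that correction. A group was called not above background for a gene when no array of it had a detection p under 0.05. Its values were then raised on each array to a floor, the lowest normalized value among probes detected on that array (5.35 to 5.44 on the log2 scale). The fold over that floor is a lower bound, written as at least. No fold was given where both groups were not above background. For the interaction the fitted value is given, with the value after every such group was raised to the floor beside it.

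An interferon-stimulated gene (ISG) was a gene called 2-fold or more higher with IFNγ in Ad-GFP or in Ad-BRG1 cells. Shares of ISGs have 95% Wilson intervals, which treat genes as independent and cover neither array error nor the arrays that contrasts share. The share that arises from shared arrays alone was estimated on 20 simulated sets without a BRG1 effect, a test added after the results were seen. Their noise was drawn independently for each gene.

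In all, 24 gene lists were drawn up: 7 of IFNγ targets (signalling, guanylate-binding proteins, MHC class I, MHC class II, antiviral genes, chemokines and other targets), SWI/SNF subunits, PRC2 subunits, genes known to respond to BRG1 or BRM, S phase, G2 and mitosis, p53 and stress, actin and contractile genes, extracellular matrix, other cytokines, cytokine and growth factor receptors, NF-kappaB targets, type I and III interferon genes, adrenal steroid genes, markers of leukocytes, fibroblasts and endothelial or epithelial cells, and housekeeping genes. The camera test of limma, two-sided with a preset inter-gene correlation of 0.01, compared each of the 20 lists with 5 or more tested members with all other genes, with Benjamini-Hochberg adjustment over 100 tests. Of these, 50 were called, and 36 of the 50 hold with a correlation estimated from the data. Members are counted as called over all genes and also adjusted over the list alone. Counts cover tested members only. A member without a probe detected on all 3 arrays of at least 1 group drops out, which can raise the share called. Tested were 8 of 14 genes known to respond to BRG1 or BRM, 8 of 16 chemokines and cytokines, 6 of 18 MHC class II genes and 15 of 49 other cytokines.

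Genes were chosen for naming as follows. Per contrast, these were the 10 largest rises and 10 largest falls among called genes whose groups did not overlap (for the interaction, among called genes). From each list came up to 4 called members with the largest change, or up to 2 of highest expression where none was called. SMARCA4, SMARCA2, SUZ12, EZH2, IRF1, CIITA, PSMB9, GBP1, GBP2, IFI6, IFITM1, IFITM3, IFIT1, IFIT5, HPRT1, CD44 and CXCL10 were always considered, and further genes of this part of the rule are not reported here. No probe of SMARCA2 or CD44 passed the detection filter. The groups, contrasts, tests, lists, naming rule and alternatives were set before the data were examined.

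The procedure was tested on simulated data with known changes in the IFNγ-treated Ad-BRG1 arrays. It recovered 70.1% of 67 genes changed 1.5-fold, 95.5% of 67 changed 2-fold and 100.0% of 66 changed 4-fold in the IFNγ response of Ad-BRG1 cells. The shares were 74.6%, 95.5% and 100.0% for the BRG1 effect with IFNγ, and 44.8%, 83.6% and 98.5% for the interaction. Among unchanged genes there were 11, 10 and 5 calls by limma in these contrasts, and 0 in both contrasts that held no change. The simulated noise was independent between genes. On the real arrays 1 shared axis held 32.7% of the variance within groups, so these counts do not give the false calls in the real data.

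Alternatives, tried 1 at a time, were average normalization without background correction, the authors' normalized values, quantile normalization without background correction, an offset of 50, no detection filter, a detection p under 0.01, the mean of a gene's probes, eBayes with trend and robust, the compared groups alone, the replicate number as a block, leaving out each array, a 1.5-fold threshold for ISGs, and the estimated correlation in camera. Where average normalization is named below, the background correction was left out as well. Which arrays shared a BeadChip is not given in the sources used here, so a block for it was not used. The cross-gene transcripts of near-identical families (IFITM1 to IFITM3, classical HLA genes, ACTA2 and ACTG2, HSPA1A and HSPA1B) can hybridize to each other's probes. The 2856 detected probes without a symbol were tested apart and appear in the closing section.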

Results

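mRNA levels were measured in BRG1-deficient SW-13 cells carrying Ad-GFP or Ad-BRG1, untreated or after IFNγ for 6 h, on 3 arrays per group. Raw mean intensity was 627 to 666 in untreated Ad-GFP cells, 612 to 643 in untreated Ad-BRG1 cells, 571 to 650.0 in Ad-GFP cells with IFNγ, and 539.9 to 571 in Ad-BRG1 cells with IFNγ. Between 15741 and 16828 probes per array were above background. After normalization, arrays of 1 group correlated at r 0.994 to 0.998 across the 10333 genes tested and arrays of different groups at 0.947 to 0.993, where genes are not independent replicates. The first principal component held 68.8% of the variance and parted Ad-BRG1 from Ad-GFP arrays. The second held 17.7% and parted IFNγ-treated from untreated arrays.

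SMARCA4, the gene for BRG1 itself (gene identifier 6597), was read by 1 probe. Its normalized log2 intensity in untreated cells was 8.81, 8.57 and 8.73 on the Ad-GFP arrays and 8.43, 8.49 and 8.61 on the Ad-BRG1 arrays. With IFNγ it was 8.71, 8.61 and 8.62 with Ad-GFP and 8.39, 8.75 and 8.72 with Ad-BRG1. The SMARCA4 difference between viruses was -0.20 without IFNγ (95% interval -0.41 to 0.02, limma adjusted p = 0.109) and -0.03 with IFNγ (-0.24 to 0.19, adjusted p = 0.834). Without replicate 1 of IFNγ-treated Ad-BRG1 cells, the SMARCA4 difference without IFNγ was still -0.20 but was called (adjusted p = 0.0452). The virus carries a cDNA, and where the SMARCA4 probe lies relative to it is not known here, so these values do not check the virus labels. IRF1 (gene identifier 3659), a transcription factor gene induced early by IFNγ, checks the IFNγ labels. Its mean was 7.95 ± 0.08 (SD, n = 3) in untreated Ad-GFP cells, 8.52 ± 0.10 in untreated Ad-BRG1 cells, 13.16 ± 0.07 in Ad-GFP cells with IFNγ and 13.76 ± 0.09 in Ad-BRG1 cells with IFNγ.

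The first comparison asked how cells without BRG1 respond to IFNγ. In Ad-GFP cells IFNγ raised IRF1 37.0-fold (log2 difference 5.21, SE 0.07, n = 3 arrays per group) and PSMB9, an immunoproteasome subunit, 26.1-fold (4.71, SE 0.08). UBE2L6, the conjugating enzyme for ISG15, rose 20.1-fold, IRF9 9.92-fold, the peptide transporter TAP1 9.88-fold and HLA-E 9.04-fold. PARP9, TRIM21, BCL6 and PARP14 rose 9.53-fold, 8.72-fold, 8.25-fold and 7.49-fold. SOCS2, a suppressor of cytokine signalling, was the largest fall (log2 difference -2.00, SE 0.07). The other falls were small, GPER1 and LYL1 being 1.58-fold lower each. In all, limma called 421 genes, 320 up and 101 down, of which 61 rose and 1 fell by 2-fold or more. The 20 genes with the largest changes had SEs of 0.07 to 0.16 and adjusted p of at most 0.0308. The groups did not overlap on any array for 2903 genes, against the 10% that chance gives. The 421 calls became 268 without untreated Ad-GFP replicate 2, 273 without untreated Ad-GFP replicate 3 and 278 without IFNγ-treated Ad-GFP replicate 2. With average normalization and no background correction, 33 genes in place of 62 changed 2-fold.

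Antiviral interferon genes formed the largest group that rose in Ad-GFP cells. Of 46 tested, 29 rose and 0 fell by limma (32 and 0 adjusted over the list alone), among them IFIT1, which binds viral RNA, at 7.18-fold (camera adjusted p = 7.93e-47). IFITM3, which blocks virus entry, rose at least 3.36-fold, and IFI6 rose 1.69-fold. Among MHC class I genes 11 of 18 rose and 0 fell (13 and 1 adjusted over the list alone, adjusted p = 2.12e-24), with TAP2 3.48-fold higher. Of 13 signalling genes 6 rose (7 up and 1 down adjusted over the list alone, adjusted p = 2.88e-10), among them STAT3 (3.41-fold) and IRF8 (at least 2.75-fold). Of 26 other IFNγ targets 13 rose, BATF2 by 7.25-fold (13 adjusted over the list alone, adjusted p = 6.54e-20). Among the 6 MHC class II genes 2 rose, IFI30 by 3.47-fold and HLA-DOB by 1.85-fold (2 adjusted over the list alone, adjusted p = 0.0220, adjusted p = 0.142 with an estimated correlation). Of 8 chemokines and cytokines of the response 1 rose, IL18BP by 1.86-fold (1 adjusted over the list alone, adjusted p = 0.00660). The median of the MHC class II list, 0.03, was 0 with groups not above background set to their bounds and -0.00 with average normalization. The MHC class II and chemokine calls were lost with average normalization and without the detection filter. None of the 5 guanylate-binding proteins was called by limma (0 adjusted over the list alone, adjusted p = 0.161): GBP1 was not above background in either group, and GBP3 differed by 0.23 on the log2 scale. CXCL10, a T cell chemoattractant, was likewise not above background, and IFITM1 differed by 0.21 without a call.

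Among lists outside the interferon system, 1 of 26 genes of G2 and mitosis fell in Ad-GFP cells (1 adjusted over the list alone) and the list moved down (adjusted p = 0.00323). Of 38 cytokine and growth factor receptors 4 rose and 1 fell (4 and 2 adjusted over the list alone), with TNFRSF14 at least 4.09-fold and IL10RB 1.93-fold higher. For the receptors the median was -0.00, the mean 0.10 and the test upward (adjusted p = 0.0400, adjusted p = 0.0636 with an estimated correlation), a call also lost under several other settings. The tests of SWI/SNF subunits (0 of 21 called, adjusted p = 0.541), PRC2 subunits (1 of 11 down, adjusted p = 0.955), S phase genes (0 of 24, adjusted p = 0.927) and housekeeping genes (0 of 13, adjusted p = 0.575) called no list. The same holds for genes known to respond to BRG1 (1 of 8 up, adjusted p = 0.109), p53 and stress genes (1 up and 1 down of 18, adjusted p = 0.467), actin genes (1 of 18 down, adjusted p = 0.604) and extracellular matrix genes (1 of 19 up, adjusted p = 0.155). Other cytokines (2 of 15 up, 0 by limma with average normalization, adjusted p = 0.323), NF-kappaB targets (1 of 9 up, adjusted p = 0.429) and fibroblast markers (0 of 7, adjusted p = 0.536) were not called as lists either. Adjusted over the list alone, the counts of these uncalled lists differed for p53 and stress genes (2 up and 1 down) and actin genes (2 up and 1 down). Median, mean and test also differed in sign for S phase genes and for p53 and stress genes.

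The second comparison asked how the same cells respond once BRG1 is present. In Ad-BRG1 cells IFNγ raised PLAAT4, a phospholipase and acyltransferase, 89.7-fold (log2 difference 6.49, SE 0.08, n = 3 arrays per group) and IL18BP, the secreted inhibitor of IL-18, 73.5-fold (6.20, SE 0.10). IFIT3 rose at least 58.8-fold, the guanylate-binding GTPase GBP1 at least 37.3-fold, and the ubiquitin-like modifier UBD at least 34.1-fold, all from levels not above background. IRF1 rose 37.9-fold and PSMB9 25.6-fold. IFIT2 rose 28.2-fold, BATF2 at least 23.5-fold and APOL3 at least 18.98-fold. SOCS2 fell 5.87-fold (log2 difference -2.55, SE 0.07), and LFNG, a glycosyltransferase that modifies Notch receptors, fell 2.39-fold. FIGNL2 and MEI1 were 2.27-fold and 2.17-fold lower. In all, 3379 genes were called, 1355 up and 2024 down, of which 189 rose and 8 fell by 2-fold or more, and the groups did not overlap for 4433 genes (10% by chance). The 20 largest changes had SEs of 0.07 to 0.17 and adjusted p of at most 0.00128. The 3379 calls became 2089 without untreated Ad-BRG1 replicate 1, 2234 without IFNγ-treated Ad-BRG1 replicate 3 and 2183 with only the groups compared in the fit. The genes changed 2-fold went from 197 to 96 with average normalization and no background correction. Leaving out the background correction alone gave 94. Most calls were lower here (40.1% higher), but with average normalization 53.2% were higher. Across the 10136 genes outside the ISGs, where genes are not independent replicates, the IFNγ response correlated with the main axis along which arrays of 1 group differed at an absolute r of 0.55 in Ad-BRG1 and 0.18 in Ad-GFP cells.

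All 5 guanylate-binding proteins rose in Ad-BRG1 cells (5 adjusted over the list alone, adjusted p = 6.23e-11), GBP2 by 16.7-fold, GBP4 by at least 19.5-fold and GBP5 by at least 11.1-fold. Of the 46 antiviral genes 42 rose and 0 fell by limma (42 and 0 adjusted over the list alone, adjusted p = 2.37e-48), IFITM1 by 23.2-fold. Of 8 chemokines and cytokines 7 rose (8 adjusted over the list alone, adjusted p = 8.10e-13). The monocyte chemoattractant CCL2 rose 6.64-fold, CCL8 at least 6.93-fold and CXCL10 at least 7.67-fold. Of 26 other targets 21 rose and 1 fell (21 and 1 adjusted over the list alone, adjusted p = 4.63e-27), with IDO1, which degrades tryptophan, at least 14.5-fold higher. Of 18 MHC class I genes 14 rose (14 adjusted over the list alone, adjusted p = 1.23e-14), TAP1 by 13.3-fold and the immunoproteasome subunit PSMB8 by at least 11.9-fold. Of 6 MHC class II genes 4 rose (4 adjusted over the list alone, adjusted p = 5.32e-05), IFI30 by 7.07-fold. The class II transactivator CIITA rose at least 1.15-fold and HLA-DRA at least 1.19-fold, both from below background. Of 13 signalling genes 9 rose (9 adjusted over the list alone, adjusted p = 1.95e-09), the feedback inhibitor SOCS1 by 9.78-fold and IRF8 by 7.48-fold. Of 38 receptors 12 rose and 5 fell (12 and 5 adjusted over the list alone, adjusted p = 0.0232), IL15RA by at least 3.48-fold and TNFRSF14 by at least 4.34-fold, a list call lost without the detection filter.

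No other list was called with IFNγ in Ad-BRG1 cells. SWI/SNF subunits had 1 rise and 8 falls among 21 (adjusted p = 0.175), with SMARCC2 lower by a log2 difference of -0.47. PRC2 subunits had 4 rises and 2 falls among 11 (adjusted p = 0.432). SUZ12, a core PRC2 subunit, rose by 0.58 on the log2 scale, but 6 other settings lost that call. Genes known to respond to BRG1 had 3 rises and 3 falls (adjusted p = 0.861), S phase genes 2 and 6 (adjusted p = 0.453), G2 and mitosis genes 4 and 6 (6 and 5 with average normalization, adjusted p = 0.983) and p53 and stress genes 2 and 6 (adjusted p = 0.896). Actin genes had 1 rise and 4 falls (adjusted p = 0.347), extracellular matrix genes 3 and 4 (3 and 2 with average normalization, adjusted p = 0.927), other cytokines 6 and 5 (adjusted p = 0.541) and NF-kappaB targets 2 and 2 (adjusted p = 0.840). Fibroblast markers had 0 rises and 2 falls (adjusted p = 0.175) and housekeeping genes 0 and 1 (adjusted p = 0.984). Adjusted over the list alone, these counts were 2 and 7 for S phase, 5 and 6 for G2 and mitosis, 3 and 6 for p53 and stress, 3 and 7 for extracellular matrix, 6 and 6 for other cytokines and 0 and 3 for fibroblast markers, and did not differ for the others. Median, mean and test differed in sign for the genes known to respond to BRG1, G2 and mitosis, p53 and stress, other cytokines, NF-kappaB and housekeeping lists.

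The IFNγ responses overlapped between the cells. Of the 61 genes that rose 2-fold in Ad-GFP cells, 53 also rose 2-fold in Ad-BRG1 cells, where 1.12 would be shared if the calls were independent. Of all genes that rose, 220 were shared (42.0 if independent), and of all that fell, 56 (19.8 if independent). Across 10333 genes, which are not independent replicates, the log2 responses correlated at r 0.45. These contrasts share no arrays.

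**Figure D1:**
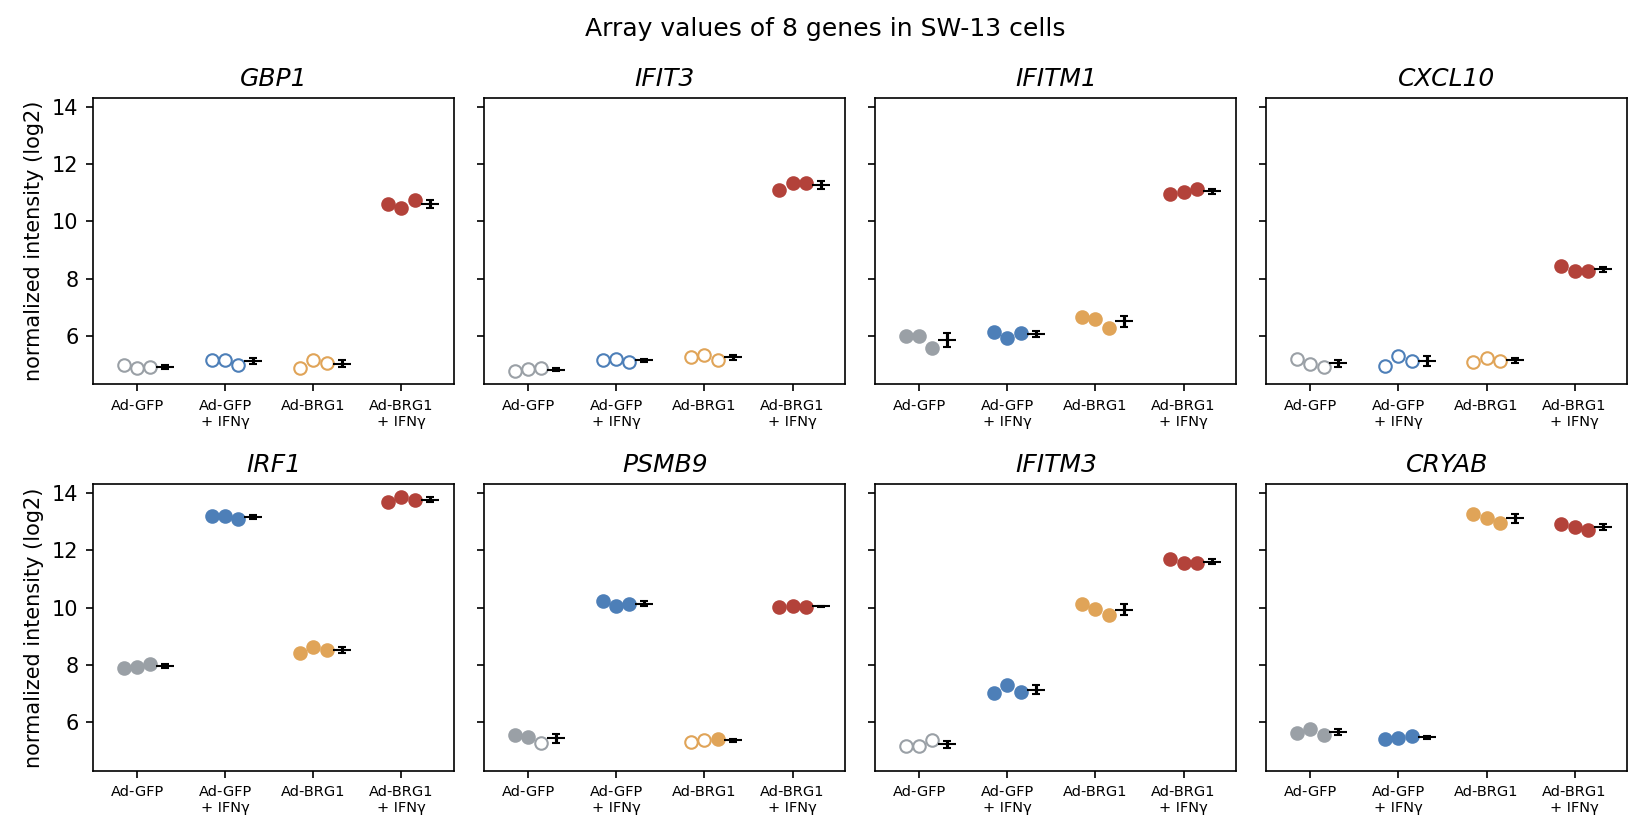
Normalized log2 intensity on each of the 3 arrays per group for 8 genes, with open circles where the probe was not above background and bars for the mean ± SD. IRF1 and PSMB9 rose with IFNγ under both viruses, GBP1, IFIT3, IFITM1 and CXCL10 had larger responses in Ad-BRG1 cells by the interaction, IFITM3 was higher with Ad-BRG1 before IFNγ, and CRYAB differed between viruses under both treatments.

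The third comparison asked what BRG1 does to basal expression. In untreated Ad-BRG1 cells the small heat shock protein CRYAB was 176-fold higher than in Ad-GFP cells (log2 difference 7.46, SE 0.09, n = 3 arrays per group) and HSPA6, a heat-inducible Hsp70, 137-fold higher (7.10, SE 0.13). The smooth muscle actins ACTG2 and ACTA2 were at least 54.2-fold and 26.7-fold higher, with cross-hybridization between their near-identical transcripts possible. GPNMB and the adhesion receptor ADGRG1 were at least 34.0-fold and 29.8-fold higher. PLAU (urokinase) and MMP1 (a collagenase) were 30.7-fold and 20.7-fold higher, IFITM3 at least 23.5-fold and S100A16 at least 14.4-fold. SYP, a synaptic vesicle protein, fell 6.96-fold (log2 difference -2.80, SE 0.14), RPRML fell 5.01-fold, DPH2, which acts in diphthamide synthesis, fell 4.18-fold, and MAPT, the gene for tau, fell 3.63-fold. In all, limma called 5900 genes, 2764 up and 3136 down, of which 500 were higher and 228 lower by 2-fold or more, 7.05% of the genes tested and 3.90% of the symbols on the array. The groups did not overlap for 6492 genes (10% by chance). The 20 largest changes had SEs of 0.06 to 0.26. With average normalization and no background correction, 292 genes in place of 728 differed 2-fold.

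Genes of the actin cytoskeleton rose with BRG1 as a group: 15 of 18 rose and 3 fell (15 and 3 adjusted over the list alone, adjusted p = 1.87e-07), TAGLN by 13.1-fold, CNN1 by at least 3.78-fold and TPM1 by 4.79-fold. Of 19 extracellular matrix genes 12 rose and 1 fell (12 and 1 adjusted over the list alone, adjusted p = 2.94e-05), among them the collagen gene COL1A1 (at least 8.96-fold) and SPARC (at least 3.90-fold). Of 14 genes known to respond to BRG1 or BRM in deficient cells 8 were tested, and CD44 was among those left out by the detection filter. Of the 8, 6 rose and 0 fell by limma (6 and 0 adjusted over the list alone, adjusted p = 0.000143), CRYAB, PLAU and CDKN1A among the 6. The median log2 difference was 2.51 (2.28 with bounds for groups not above background). Of 18 p53 targets and stress genes 11 rose and 3 fell (11 and 3 adjusted over the list alone, adjusted p = 0.000805), with the cell cycle inhibitor CDKN1A 11.6-fold and GADD45A 8.34-fold higher. Members 2-fold or more higher numbered 6, the others being stress genes: ATF3 (2.97 on the log2 scale), HSPA1A (1.96), DNAJB1 (1.89) and HSPA1B (1.84). S phase genes went down, with 1 rise and 14 falls among 24 (1 and 14 adjusted over the list alone, adjusted p = 0.00120), E2F2 by 2.87-fold and UNG, a DNA repair glycosylase, by 1.76-fold. Receptors had 17 rises and 4 falls among 38 (17 and 4 adjusted over the list alone, adjusted p = 0.00356), with TNFRSF1A, the main TNF receptor, 3.25-fold higher. Other cytokines and growth factors had 8 rises and 2 falls among 15 (8 and 2 adjusted over the list alone, adjusted p = 0.0110, adjusted p = 0.0953 with an estimated correlation), CCL26 by at least 11.6-fold and GDF15 by 8.69-fold.

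Subunits of the complex itself fell in part: 0 of 21 SWI/SNF genes rose by limma and 8 fell (0 and 8 adjusted over the list alone, adjusted p = 0.0168, adjusted p = 0.115 with an estimated correlation), BICRAL by 2.71-fold and ARID1A by 1.81-fold. PRC2 subunits had 2 rises and 2 falls among 11 (adjusted p = 0.861), and the median of that list, -0.03 against an upward test, was 0.02 with average normalization. SUZ12 fell by 0.59 on the log2 scale, a call lost without untreated Ad-GFP replicate 3, untreated Ad-BRG1 replicate 1 or untreated Ad-BRG1 replicate 2, and EZH2, the methyltransferase of PRC2, differed by -0.13 without a call. Antiviral genes were already higher in part before IFNγ, with 20 rises and 6 falls among 46 (20 and 7 adjusted over the list alone, adjusted p = 0.00524, adjusted p = 0.115 with an estimated correlation). IFITM2 was 18.6-fold, LGALS3BP at least 6.95-fold and IFI27 6.05-fold higher. Of 18 MHC class I genes 11 rose and 2 fell (11 and 2 adjusted over the list alone, adjusted p = 0.00908, adjusted p = 0.137 with an estimated correlation), with the proteasome activator PSME1 2.50-fold and HLA-E 2.04-fold higher. Fibroblast markers, included as a sign of another cell type, had 4 rises and 0 falls by limma among 7 (4 and 0 adjusted over the list alone, adjusted p = 0.00558, adjusted p = 0.122 with an estimated correlation), S100A4 by at least 5.12-fold and THY1 by 2.71-fold, and 6 of its 11 members are also in the extracellular matrix list and 2 in the receptor list. The remaining lists were not called: G2 and mitosis (4 up and 7 down of 26, adjusted p = 0.437), NF-kappaB targets (6 and 3 of 9, adjusted p = 0.328), signalling (7 and 2 of 13, adjusted p = 0.0821), chemokines of the response (2 and 1 of 8, adjusted p = 0.279), other IFNγ targets (9 and 4 of 26, adjusted p = 0.279), guanylate-binding proteins (1 and 0 of 5, adjusted p = 0.280), MHC class II (1 and 1 of 6, adjusted p = 0.839) and housekeeping genes (4 and 2 of 13, 3 and 2 adjusted over the list alone, adjusted p = 0.678), the other counts being equal when adjusted over the list alone. The reference gene HPRT1 differed by -0.13 without a call, and ACTB was higher by 0.32 on the log2 scale.

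The fourth comparison set Ad-BRG1 against Ad-GFP cells with IFNγ in both. CRYAB and HSPA6 were again the largest rises, at 163-fold (log2 difference 7.35, SE 0.09, n = 3 arrays per group) and 162-fold (7.34, SE 0.13), although HSPA6 was detected on 1 of the 3 Ad-GFP arrays. IFIT3 was at least 57.9-fold higher, IFI27 at least 52.1-fold, PLAAT4 47.9-fold, GBP1 at least 36.7-fold, UBD at least 33.5-fold and IL18BP 40.0-fold. IRF1 was 1.52-fold higher, and PSMB9 differed by -0.10 without a call (-0.33, called, with the mean of its probes). SYP fell 9.49-fold (log2 difference -3.25, SE 0.14), RPRML 5.20-fold, DPH2 5.07-fold, and CHRNB1, a subunit of the muscle acetylcholine receptor, 4.73-fold. DLL3, a Notch ligand, was 4.52-fold lower and SRM, the spermidine synthase, 4.47-fold lower. In all, 6311 genes were called, 2925 up and 3386 down, 574 and 295 of them by 2-fold or more, and 6746 genes had groups that did not overlap (10% by chance). The 20 largest changes had SEs of 0.06 to 0.15. With average normalization and no background correction 380 genes in place of 869 differed 2-fold, and 54.9% in place of 46.3% of the calls were higher. Leaving out the background correction alone gave 368 genes and 46.5%. Without IFNγ and with it, 363 genes were 2-fold higher in both (27.8 if independent) and 145 were 2-fold lower in both (6.51 if independent), and the log2 BRG1 effects correlated at r 0.82 across genes, which are not independent replicates.

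Every guanylate-binding protein tested was higher in Ad-BRG1 cells with IFNγ (5 of 5, 5 adjusted over the list alone, adjusted p = 1.33e-05), GBP2 by at least 21.3-fold. Of 46 antiviral genes 34 were higher and 6 lower (34 and 6 adjusted over the list alone, adjusted p = 1.38e-09), with IFITM1 31.5-fold, BST2, which tethers virions, at least 22.4-fold and IFIT1 2.16-fold higher. Of 8 chemokines and cytokines 6 were higher and 1 lower (6 and 1 adjusted over the list alone, adjusted p = 5.32e-05), with CCL2 at least 22.7-fold and CXCL10 at least 7.54-fold higher. Of 26 other targets 20 were higher and 4 lower (20 and 4 adjusted over the list alone, adjusted p = 1.22e-07), and of 13 signalling genes 10 and 1 (10 and 1 adjusted over the list alone, adjusted p = 0.00150), with SOCS1 6.89-fold higher. MHC class I had 11 rises and 1 fall among 18 (11 and 1 adjusted over the list alone, adjusted p = 0.000805, adjusted p = 0.0661 with an estimated correlation), with PSMB8 7.49-fold higher and HLA-B higher by 1.59 on the log2 scale. MHC class II had 5 rises among 6 (5 adjusted over the list alone, adjusted p = 0.0186, adjusted p = 0.137 with an estimated correlation), with IFI30 3.22-fold higher.

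The 9 lists outside the interferon system that were called without IFNγ were also called with it. Actin genes had 14 rises and 3 falls among 18 (14 and 3 adjusted over the list alone, adjusted p = 3.52e-06), matrix genes 10 and 3 among 19 (10 and 3 adjusted over the list alone, adjusted p = 0.000701) with COL1A1 at least 7.14-fold higher, and genes known to respond to BRG1 6 and 1 among 8 (6 and 1 adjusted over the list alone, adjusted p = 0.000148). S phase genes had 2 rises and 18 falls among 24 (2 and 18 adjusted over the list alone, adjusted p = 0.000551), E2F2 by 2.92-fold and UNG by 2.21-fold. Receptors had 24 rises and 5 falls among 38 (24 and 5 adjusted over the list alone, adjusted p = 0.000501), TNFRSF1A by 4.43-fold and IL15RA by 3.74-fold. SWI/SNF subunits had 0 rises by limma and 13 falls among 21 (0 and 13 adjusted over the list alone, adjusted p = 0.00211, adjusted p = 0.0525 with an estimated correlation), BICRAL by 2.88-fold and SMARCB1 by 1.60-fold. For p53 and stress genes the counts were 11 and 4 of 18 (11 and 4 adjusted over the list alone, adjusted p = 0.00939, adjusted p = 0.0557 with an estimated correlation). For other cytokines they were 8 and 2 of 15 (8 and 2 adjusted over the list alone, adjusted p = 0.00393, adjusted p = 0.0624 with an estimated correlation), IL32 being at least 4.21-fold higher. For fibroblast markers they were 4 and 1 of 7 (4 and 1 adjusted over the list alone, adjusted p = 0.0415, adjusted p = 0.241 with an estimated correlation). PRC2 subunits (3 and 1 of 11, 2 and 1 adjusted over the list alone, adjusted p = 0.437), G2 and mitosis (7 and 6 of 26, adjusted p = 0.614), NF-kappaB targets (4 and 3 of 9, adjusted p = 0.481) and housekeeping genes (5 and 2 of 13, adjusted p = 0.536) were not called as lists.

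Lists with fewer than 5 tested members have counts only. The 1 type I or III interferon gene tested, IFNA8, was called in no contrast by limma, with log2 differences of 0.12 and 0.09 for IFNγ and -0.05 and -0.09 for BRG1. Of 3 adrenal steroid genes, FDX1 was lower with Ad-BRG1 without IFNγ (-0.39 on the log2 scale) and SCARB1 higher (0.59). Of 3 leukocyte markers, CD68 and CD79A were higher without IFNγ (0.81 and 0.38), and 2 fell with IFNγ in Ad-BRG1 cells. Of 4 endothelial and epithelial markers, 2 were higher and 1 lower with Ad-BRG1 under both treatments, TEK by 0.96 and MUC1 by -0.77 without IFNγ.

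**Figure D2:**
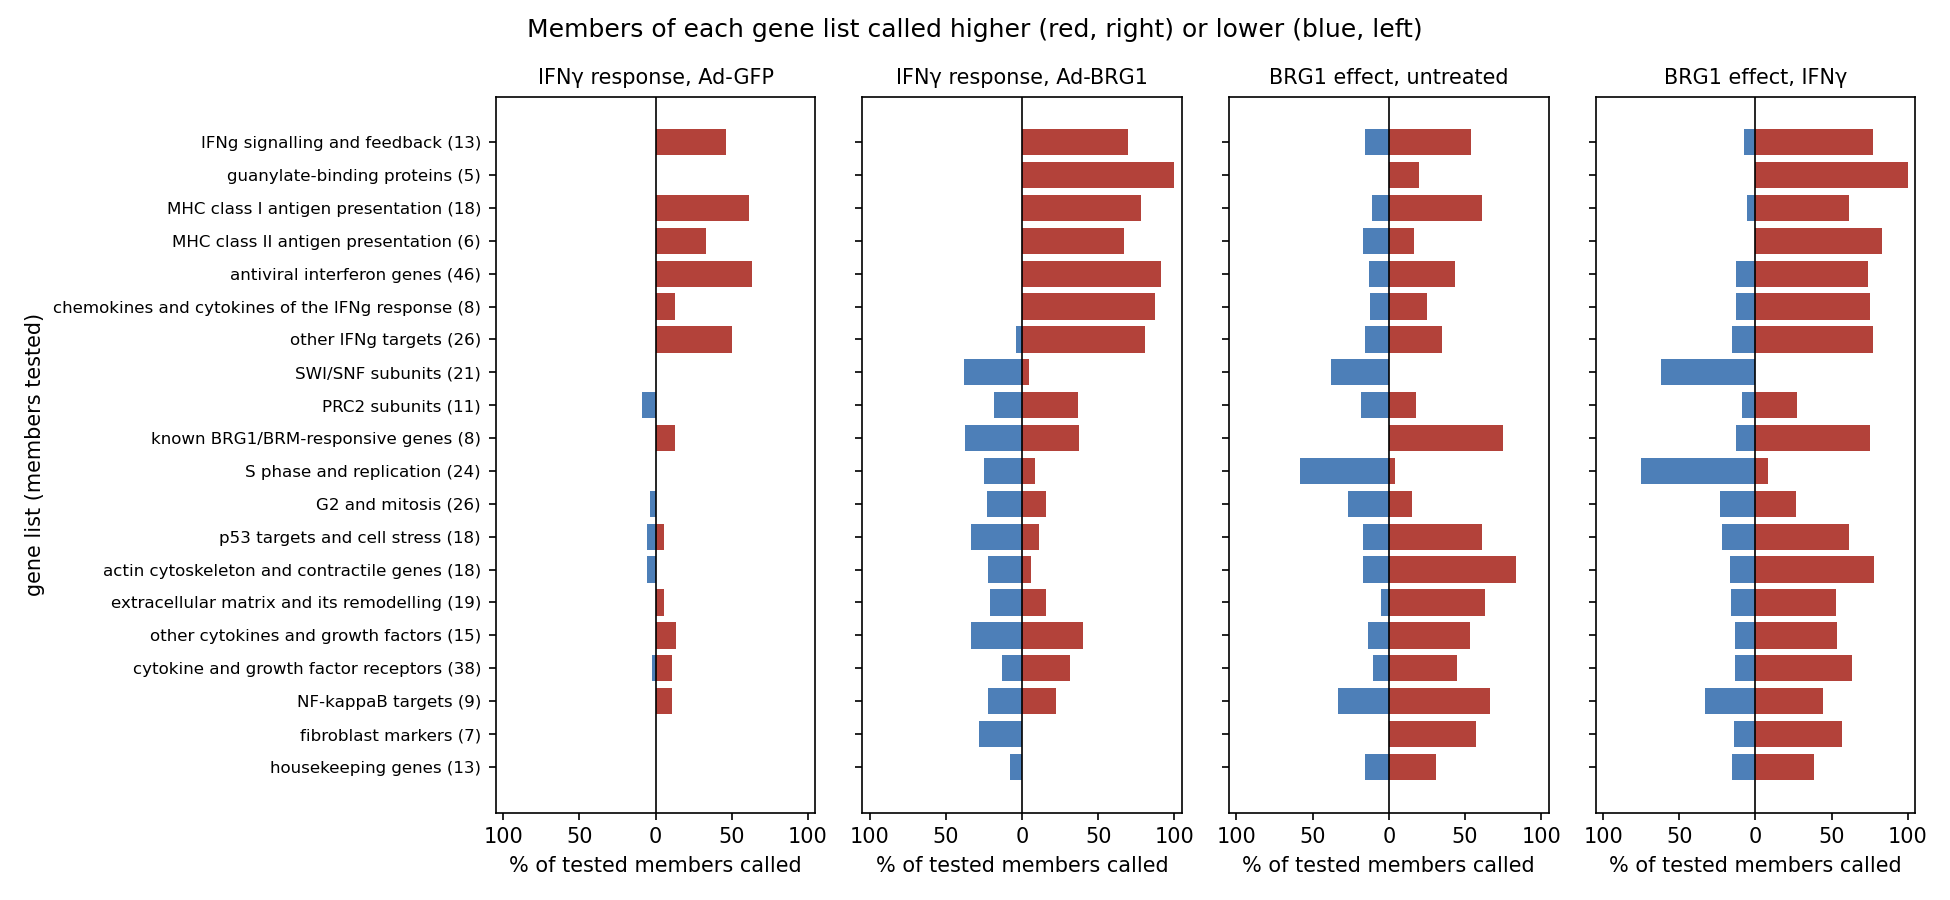
Percent of the tested members of each of 20 gene lists that limma called higher or lower in the 4 contrasts between 2 groups. All 5 guanylate-binding proteins were higher with IFNγ in Ad-BRG1 cells and 0 of 5 in Ad-GFP cells, and 15 of 18 actin genes were higher and 14 of 24 S phase genes lower with BRG1 in untreated cells.

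The last comparison tested whether BRG1 changes the IFNγ response itself. The response was larger with BRG1 for IL18BP (interaction 5.31 on the log2 scale, SE 0.15, n = 3 arrays in each of 4 groups) and IFITM1 (4.33), both above background in all 4 groups. Other values are fitted ones that include groups not above background, and their order is not settled. IFIT3 had 5.70 (5.84 with such groups raised to the floor of detected probes), GBP1 5.39 (5.18), UBD 5.21 (5.06), PLAAT4 4.99 (5.28), APOL3 4.72 (4.21), IDO1 4.49 (3.82), GBP4 4.41 (4.25), GBP2 3.95 (4.02) and CXCL10 3.10 (2.90). IRF1 (0.03) and PSMB9 (-0.03) were not called, nor was IFI6 (-0.38). IFITM3 (-0.23) was not called either, but its interaction was 0.73 and called without background correction. It was 0.77 and called with average normalization and no background correction. IFIT5 (1.15, or 1.39 at the floor) and IFIT1 (0.71) had larger responses with BRG1, and CIITA did at 0.52 (adjusted p = 0.0422), a value that was 0.17 at the floor and a call that 14 other settings lost. The interaction was negative for CHRNB1 (-1.80, SE 0.15), LFNG (-1.26) and MEI1 (-1.19), which fell with IFNγ in Ad-BRG1 cells. HLA-E (-0.88) and BCL6 (-0.88) rose less with BRG1, from untreated levels that were higher in Ad-BRG1 cells by 1.03 and 0.97. With IFNγ their levels differed between viruses by only 0.15 and 0.09. In all, 842 genes were called by the interaction, 446 higher and 396 lower, 136 and 12 of them by 2-fold or more. Of the 842, 131 had at least 1 group not above background on any array. The 20 largest had SEs of 0.10 to 0.22 and adjusted p of at most 0.0150. Leaving out 1 array gave 351 to 1592 calls, 101 to 259 of them by 2-fold or more. With average normalization and no background correction 1270 genes were called, 63.9% in place of 53% of them higher, and 75 in place of 148 by 2-fold or more. Leaving out the background correction alone gave 1460 calls, 51.0% of them higher, and 72 by 2-fold or more. Of the 12 arrays, 10 each moved the count of 842 by more than 1.5 times, with the lowest value without untreated Ad-GFP replicate 3 and the highest without untreated Ad-BRG1 replicate 3.

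By group, 4 of 5 guanylate-binding proteins had a larger response with BRG1 (4 adjusted over the list alone, adjusted p = 9.94e-14), as did 6 of 8 chemokines and cytokines (6 adjusted over the list alone, adjusted p = 6.30e-14), CCL8 by 2.86 (2.76 at the floor) and CCL2 by 2.80 (2.70 at the floor). Of 46 antiviral genes the interaction was higher for 26 and lower for 3 (30 and 7 adjusted over the list alone, adjusted p = 5.81e-17), and of 26 other targets 17 and 4 (17 and 6 adjusted over the list alone, adjusted p = 1.23e-14). Of 13 signalling genes 3 had a higher interaction (3 higher and 1 lower adjusted over the list alone, adjusted p = 0.00524), SOCS1 by 2.40 (2.72 at the floor) and JAK2 by 1.53, and of 6 MHC class II genes 3 did (4 adjusted over the list alone, adjusted p = 0.000223), IFI30 by 1.03. MHC class I was mixed, with 5 higher and 3 lower among 18 (6 and 3 adjusted over the list alone, adjusted p = 0.169): PSMB8 had 2.61 (2.89 at the floor), HLA-B 1.16 (1.37) and PSMB10 1.12, against HLA-E at -0.88 and PSME1 at -0.68, and the median of the list, 0.04, was -0.01 with average normalization. Fibroblast markers had 0 calls by limma and moved down as a list (adjusted p = 0.0455, adjusted p = 0.248 with an estimated correlation), a call lost under several settings. No other list was called, among them G2 and mitosis with 0 calls by limma of 26 (5 higher adjusted over the list alone, adjusted p = 0.0795) and PRC2 subunits with 2 higher of 11 (4 higher and 1 lower adjusted over the list alone). Median, mean and test differed in sign for the p53 and stress, other cytokine, NF-kappaB and housekeeping lists.

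An ISG was defined by a called 2-fold rise under either virus, which gave 197. Of these, 53 rose 2-fold under both viruses (26.9%, 95% Wilson interval 21.2 to 33.5%), among them IRF1 and PSMB9, 136 passed 2-fold only in Ad-BRG1 cells (69.0%) and 8 only in Ad-GFP cells (4.06%). These classes follow the threshold. The 136 were chosen through the Ad-BRG1 arrays, where they are high with IFNγ. The same IFNγ-treated arrays enter the shares below, which this choice can raise. The interaction was called higher for 114 of the 136. Among the others, KIF18A, RIF1, HMMR and LRRCC1 rose by 1.39, 1.07, 1.26 and 1.14 on the log2 scale in Ad-BRG1 cells. Their limma interaction had adjusted p of 0.112, 0.146, 0.0559 and 0.0702. Some of the 114 lay just inside the threshold: the limma interaction of SLK, PHF3, EIF5B and PHIP had adjusted p of 0.0492, 0.0485, 0.0444 and 0.0427. The correlation with the main axis along which arrays within a group differed was computed only for genes outside the ISGs. Whether that axis lifted some of the 136 over 2-fold was not tested. Neither IRF2 of the 136 (0.03) nor RAB27A of the 8 (-0.06) was called by the interaction. With IFNγ present, 117 of the ISGs were 2-fold or more higher in Ad-BRG1 cells (59.4%, 52.4 to 66.0%) and 2 were lower. In simulated sets without a BRG1 effect the shared arrays gave a mean of 66.2 ISGs, of which 0% were higher. Those sets gave both viruses the Ad-GFP means, so they leave out the rises seen only in Ad-BRG1 cells. They speak to noise on shared arrays that is independent between genes. They do not speak to noise that genes share, nor to the choice of ISGs through Ad-BRG1 arrays. The interaction was called higher for 135 ISGs (68.5%, 61.7 to 74.6%), lower for 13 and not called for 49. Before IFNγ, 19 ISGs (9.64%) were 2-fold higher with BRG1 and 4 lower, while 37 were not above background on any Ad-GFP array with or without IFNγ. Without untreated Ad-BRG1 replicate 3 the share higher with IFNγ was 50.4% of 246 ISGs. With average normalization and no background correction there were 100 ISGs in place of 197, and 98 when the background correction alone was left out.

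**Figure D3:**
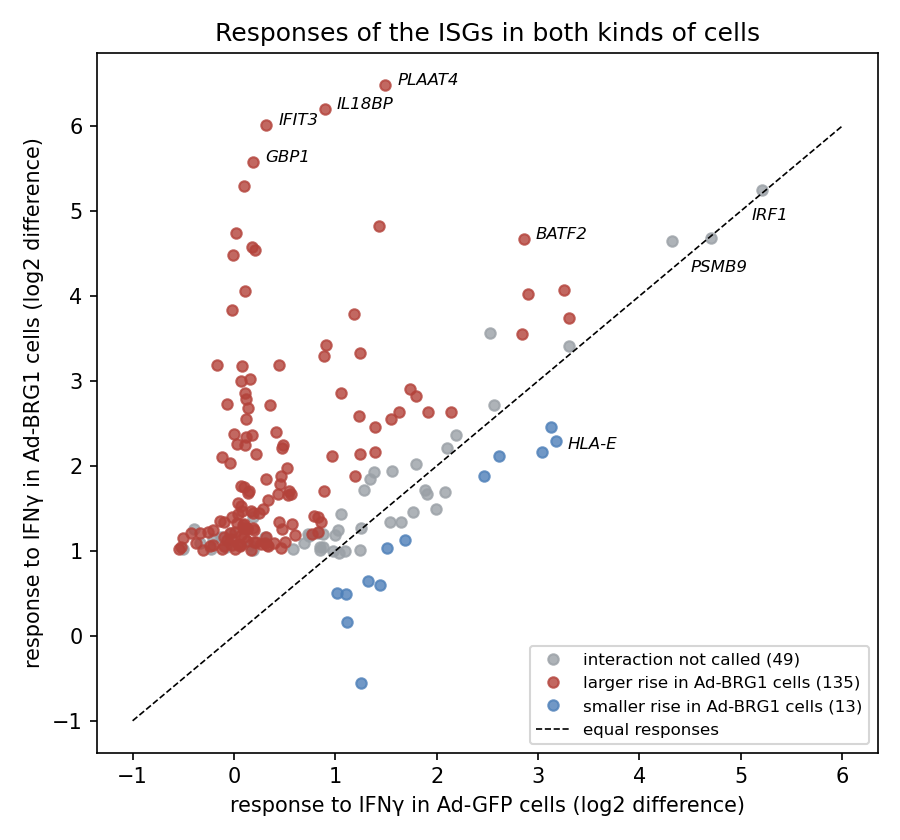
Log2 IFNγ response of the 197 ISGs in Ad-GFP cells (horizontal axis) and in Ad-BRG1 cells (vertical axis), 1 point per gene, with a dashed line for equal responses. The interaction was called higher in Ad-BRG1 cells for 135, lower for 13 and not called for 49.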

Values the study reported

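The study reported that restoring BRG1 or silencing SUZ12, a PRC2 subunit, enhanced the induction of 87% of ISGs, 95 of 109. It gave about 2% as the share of all genes whose basal expression these treatments affected, at a threshold of 2-fold or more. The quoted values combine BRG1 and SUZ12 experiments.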

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

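The regroupings after removal of the virus and treatment effects were a test chosen only after the results were seen.

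The IFNγ response differed between Ad-BRG1 and Ad-GFP cells for 842 genes by the limma interaction test. Groups of 3 arrays are too small for a test of outlying values within a group. The 10 highest fitted interactions were those of IFIT3 (5.70 on the log2 scale), GBP1 (5.39), IL18BP (5.31), UBD (5.21), PLAAT4 (4.99), APOL3 (4.72), IDO1 (4.49), GBP4 (4.41), IFITM1 (4.33) and GBP2 (3.95). Only IL18BP and IFITM1 were above background in all 4 groups, so the order of these genes is not settled. With the other groups raised to the floor of detected probes IFIT3 had 5.84, GBP1 5.18, UBD 5.06, PLAAT4 5.28, APOL3 4.21, IDO1 3.82, GBP4 4.25 and GBP2 4.02. The lowest were CHRNB1 (-1.80), LFNG (-1.26), MEI1 (-1.19), MAG (-1.13), RBM43 (-1.12), SIGIRR (-1.07), HSPB3 (-1.05), LSM6 (-1.04), CYP51A1 (-1.03) and APOLD1 (-1.01), where MAG and HSPB3 had -0.82 and -0.90 at that floor. Among the genes always considered, CXCL10 (3.10), IFIT5 (1.15), IFIT1 (0.71) and CIITA (0.52) also differed, with 2.90 for CXCL10, 1.39 for IFIT5 and 0.17 for CIITA at the floor.

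Called responses went opposite ways for 13 genes, and the interaction was called for all 13. They were CHRNB1, which rose by 1.25 with IFNγ in Ad-GFP cells and fell by 0.55 in Ad-BRG1 cells, RGS4 (0.47 and -0.42), SIGIRR (0.46 and -0.62), FOXO3, FYCO1, GLRX2, KCNJ2, MEGF9, METTL14, PDCL3P4, RAB15, SCAPER and SNORA33. Apart from CHRNB1 and SIGIRR, these were named after their values were seen.

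Other splits of the arrays bear on the counts of called genes. For each contrast of 3 against 3 arrays there are 10 splits, too few for a share under 0.05. The real split gave 421 genes for IFNγ in Ad-GFP cells, 3379 for IFNγ in Ad-BRG1 cells, 5900 for BRG1 without IFNγ and 6311 for BRG1 with IFNγ. In each case 1 of the 10 splits, the real one, gave as many, and the highest of the others gave 0 by limma. Every other split mixes the real groups, so their difference becomes spread within groups and few calls follow by construction. For the interaction, 7 of 100 drawn regroupings of the viruses within each treatment gave as many as the real 842, the highest other giving 7108. The 6 others gave 7108, 3088, 2942, 2636, 1951 and 1561 genes, several times the real count for some, which points to a structure of the samples. All 6 exchanged 2 or 3 arrays between viruses within 1 treatment alone, so that the BRG1 effect itself entered the interaction, and these regroupings say nothing on chance. Once the additive virus and treatment effects of each gene were removed, 1 of the same 100 regroupings, the real one, gave as many as 842, and the highest other gave 1. The real interaction stays in these values and becomes spread within groups in every other regrouping. That favours the real grouping by construction, so chance is not excluded in this way.

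Probes without a gene symbol here also carried signal. Of 2856 that passed the detection filter, limma called 7 by 2-fold or more higher for IFNγ in Ad-GFP cells, 29 for IFNγ in Ad-BRG1 cells, 73 for BRG1 without IFNγ and 84 for BRG1 with IFNγ. For the interaction 17 were 2-fold higher and 2 lower.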

How the results depend on the processing

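Of the 454 tests of named genes, 378 kept their side of the threshold under every alternative run, and those called kept their direction. Direction was not compared where neither setting called a test. With a call in at least 1 setting, 5 values of IFITM3, EZH2 and YWHAZ reversed. Of the 100 list tests, 80 stayed the same by camera under that rule and 0 reversed, and 14 calls were lost with the estimated correlation. Counts of called genes in the 4 contrasts between 2 groups stayed within 1.5 times under the alternatives other than those given here. Signal over background limits the folds: 37 of the 197 ISGs were not above background on any Ad-GFP array, and leaving out the background correction brings dim genes closer together by construction.

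With average normalization and no background correction, and likewise with the authors' normalized values, genes changed 2-fold numbered 33 and 96 for IFNγ in Ad-GFP and Ad-BRG1 cells (62 and 197 in the results above), 292 and 380 for BRG1 without and with IFNγ (728 and 869) and 75 for the interaction (148). The interaction called 1270 genes, there were 100 ISGs, the interaction was called higher for 77% of them, and IFITM3 had an interaction of 0.77, called, in place of -0.23. Calls that were higher made up 53.2% in place of 40.1% for IFNγ in Ad-BRG1 cells, 54.9% in place of 46.3% for BRG1 with IFNγ, and 63.9% in place of 446 of 842 for the interaction. With quantile normalization but no background correction these counts were 33, 94, 294, 368 and 72, with 1460 interaction calls, 98 ISGs, a share of 76.5% and an IFITM3 interaction of 0.73. The calls that were higher made up 41.8% for IFNγ in Ad-BRG1 cells, 46.5% for BRG1 with IFNγ and 51.0% for the interaction there, so the shift in direction came with average normalization in place of the quantile step. With an offset of 50, 479 genes differed 2-fold between viruses without IFNγ, and the interaction share was 75.4%.

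With only the groups compared in the fit, and so fewer arrays to estimate the spread, 2183 genes were called for IFNγ in Ad-BRG1 cells. A 1.5-fold threshold gave 510 ISGs, of which the interaction was called higher for 52.5%. With the mean of a gene's probes, the BRG1 effect with IFNγ was -0.0813 for EZH2 (0.17 with its brightest probe) and -0.0341 for YWHAZ (0.45). Probes of 1 gene were called in opposite directions for 0, 36, 60, 85 and 1 genes in the 5 contrasts, in the order IFNγ in Ad-GFP cells, IFNγ in Ad-BRG1 cells, BRG1 without IFNγ, BRG1 with IFNγ and interaction.

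With the replicate number as a block, the interaction called 1338 genes and the share of ISGs called higher was 74.6%. The numbers were not taken to pair the samples: deviations from the group mean correlated across genes at -0.19 to 0.44 (mean 0.10) for the 18 pairs of arrays with the same number, 9 of them over 0.1, against a mean of -0.05 for other pairs, and 7 of 12 arrays were closest to an array of their own number. Deviations from a group mean cancel within the group, so the mean for other pairs is largely set by that for same-number pairs and is no separate comparison. Some arrays would be closest to their own number by chance. On the main axis along which arrays of 1 group differed, all 4 replicate 3 arrays lay on 1 side and all 4 replicate 2 arrays on the other, so a partial structure by number is not ruled out. A block for the BeadChip could not be run, as the chip of each array is not given in the sources used here.

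Leaving out 1 array gave 268 to 468 calls for IFNγ in Ad-GFP cells, 2089 to 3684 for IFNγ in Ad-BRG1 cells and 351 to 1592 for the interaction, with 101 to 259 by 2-fold or more. The count for Ad-GFP cells moved by more than 1.5 times without untreated Ad-GFP replicate 2 (268) or 3 (273) or IFNγ-treated Ad-GFP replicate 2 (278), and that for Ad-BRG1 cells without untreated Ad-BRG1 replicate 1 (2089) or IFNγ-treated Ad-BRG1 replicate 3 (2234). The interaction count was 543 and 351 without untreated Ad-GFP replicates 2 and 3, 437, 435 and 1592 without untreated Ad-BRG1 replicates 1, 2 and 3, 387 and 466 without IFNγ-treated Ad-GFP replicates 2 and 3, and 1550, 453 and 462 without IFNγ-treated Ad-BRG1 replicates 1, 2 and 3. By 2-fold or more it was 244 without untreated Ad-BRG1 replicate 3 and 259 without IFNγ-treated Ad-BRG1 replicate 1. The share of ISGs higher with BRG1 was 50.4 to 61.6%, that by the interaction 58.0 to 78.9%, and the SMARCA4 difference without IFNγ -0.26 to -0.14.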

Other observations

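The axis test was chosen only after the results were seen, as were the distances along that axis, the random gene lists and the simulated sets without a BRG1 effect.

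Further genes differed between Ad-BRG1 and Ad-GFP cells without IFNγ (3 arrays per group, SEs of 0.05 to 0.26 over the 102 genes named for this contrast). KRT18, an epithelial keratin, was 6.02-fold higher, LAMB1, a laminin chain, at least 4.31-fold, and PDGFRB, a receptor of mesenchymal cells, at least 2.46-fold. The growth factor EGF was at least 2.92-fold higher and TNFSF9, a ligand of T cell costimulation, 2.98-fold. Among NF-kappaB targets BCL3 was 2.89-fold higher and TNFAIP3 higher by 0.88 on the log2 scale, while NFKB1 fell by 0.80. Among PRC2 subunits PHF1 was higher by 0.66 and AEBP2 fell by 0.78, and among reference genes GUSB was higher by 0.41 and TBP fell by 0.36.

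The share of genes that differed 2-fold between viruses without IFNγ was 7.05% of the genes tested, or 3.90% of the symbols on the array. That is higher than the value quoted from the study above, which combines experiments on BRG1 and SUZ12 and rests on average-normalized values. With average-normalized values the share here was 2.83% of the genes tested, or 1.56% of the symbols.

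CRYAB and HSPA6 were the largest rises with BRG1. Cross-hybridization of HSPA1 transcripts to the HSPA6 probe is argued against, since HSPA6 rose by 5.14 more on the log2 scale than HSPA1A (1.96) or HSPA1B (1.84) at most. A general heat shock response in these cells may account for both genes, and the 13 other heat shock factor targets do not decide it, with a median of 0.34 (8 up, 5 of them by 2-fold or more, 0 down by limma, SE of the mean 0.23). Nor is general cell stress decided by 6 unfolded protein and amino acid stress genes, of which 3 rose and 3 fell (median -0.0233, SE of the mean 0.58). Both medians lay under the limits set beforehand, below which these explanations would have been argued against. The spread of the members was weighed as well, so neither explanation is called excluded. An effect of BRG1 on the genes themselves stays open beside these.

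IFNγ called 3379 genes in Ad-BRG1 and 421 in Ad-GFP cells, a ratio of 8.03, with 3182 and 359 of these under 2-fold. Of the explanations weighed, 3 are argued against. These are a further BRG1 effect in the treated arrays that follows the mean BRG1 effect (r 0.073 with that mean across genes outside the ISGs, 0.040 in Ad-GFP cells), the quantile step (without background correction, ratio 6.91 with that step and 6.65 without it) and any 1 array as the whole cause (ratio 5.22 to 11.9 when 1 array was left out). A further BRG1 effect on other genes would not show in that correlation and was not tested. The axis along which arrays of 1 group differ, which held 32.7% of the variance within groups, is a candidate explanation: across genes, which are not independent replicates, it correlated with the response at an absolute r of 0.554 in Ad-BRG1 and 0.184 in Ad-GFP cells. The treated and untreated groups lay 2.53 SE apart on it in Ad-BRG1 and 0.491 SE in Ad-GFP cells. A wider IFNγ response with BRG1 stays open beside it, as either would enter the interaction.

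Part of the interferon-inducible genes were higher in untreated Ad-BRG1 cells: 20 of 46 antiviral genes rose and 6 fell, a list call lost with an estimated correlation (adjusted p = 0.115), and 19 of 197 ISGs were 2-fold higher. Cross-hybridization among IFITM transcripts as the whole cause is argued against by 4 antiviral genes outside that family that were 2-fold or more higher, IFI27 (2.60 on the log2 scale), LGALS3BP (at least 6.95-fold), BST2 (1.92) and ISG20 (1.77). The 20 genes with the largest IFNγ rise in Ad-GFP cells had a median difference of 0.52, with 12 called up and 2 down, where 10000 random lists had a median of -0.04 and a central 95% that ended at 0.21. Arrays shared between the contrasts gave a mean of 0.00 and at most 0.03 in 20 simulated sets. Noise in those sets was independent between genes, so noise that genes share is not covered. The raised median would go with a weak interferon response without added IFNγ, but not all values do. Of the 20, PSMB9 (-0.08), BATF2 (-0.22) and SP110 (-0.27) were not higher. With IFNγ in Ad-GFP cells IFI27, LGALS3BP, BST2 and ISG20 changed by only -0.17, 0.34, 0.11 and 0.43. In Ad-BRG1 cells the same genes rose with IFNγ by 3.19, 1.60, 2.86 and 1.67. Their small changes in Ad-GFP cells therefore do not weigh against such a response in Ad-BRG1 cells. Such a response stays open, and an effect of BRG1 on these genes without interferon was not tested.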
